# In Search of Epigenetic Marks in Testes and Sperm Cells of Differentially Fed Boars

**DOI:** 10.1371/journal.pone.0078691

**Published:** 2013-11-04

**Authors:** Rémy Bruggmann, Vidhya Jagannathan, Martin Braunschweig

## Abstract

In search of transmittable epigenetic marks we investigated gene expression in testes and sperm cells of differentially fed F0 boars from a three generation pig feeding experiment that showed phenotypic differences in the F2 generation. RNA samples from 8 testes of boars that received either a diet enriched in methylating micronutrients or a control diet were analyzed by microarray analysis. We found moderate differential expression between testes of differentially fed boars with a high FDR of 0.82 indicating that most of the differentially expressed genes were false positives. Nevertheless, we performed a pathway analysis and found disparate pathway maps of development_A2B receptor: action via G-protein alpha s, cell adhesion_Tight junctions and cell adhesion_Endothelial cell contacts by junctional mechanisms which show inconclusive relation to epigenetic inheritance. Four RNA samples from sperm cells of these differentially fed boars were analyzed by RNA-Seq methodology. We found no differential gene expression in sperm cells of the two groups (adjusted *P*-value>0.05). Nevertheless, we also explored gene expression in sperm by a pathway analysis showing that genes were enriched for the pathway maps of bacterial infections in cystic fibrosis (CF) airways, glycolysis and gluconeogenesis p.3 and cell cycle_Initiation of mitosis. Again, these pathway maps are miscellaneous without an obvious relationship to epigenetic inheritance. It is concluded that the methylating micronutrients moderately if at all affects RNA expression in testes of differentially fed boars. Furthermore, gene expression in sperm cells is not significantly affected by extensive supplementation of methylating micronutrients and thus RNA molecules could not be established as the epigenetic mark in this feeding experiment.

## Introduction

Transgenerational epigenetic inheritance in mammals is the transmission of environmentally induced epigenetic states to progeny that were not exposed to that environment including the germ cells from which they come from [1]. The extent and the specificity to which acquired epigenetic modifications during an individual's life time are transmitted to next generations are controversially discussed. However, effects of environmental exposure on pregnant females that are reflected in the subsequent F1 and F2 generations are also considered as transgenerational epigenetic inheritance [2]. These authors further introduced the term ‘transgenerational epigenetic inheritance via the gametes’ that refers to effects on the phenotype that are non-mendelian and transmitted as epigenetic marks including RNA and proteins via the gametes. It is well established in mice that the epigenome undergoes genome wide epigenetic reprogramming during gametogenesis and embryogenesis [3], [4]. It is assumed that this epigenetic resetting is conserved in mammals arguing against widespread inheritance of epigenetic modifications induced by ancestral environmental effects. However, there are chromosomal regions that are particularly resistant to reprogramming [5]. The extensively studied and often quoted examples of inducible DNA methylation in IAP retrotransposons at the agouti viable yellow (*A^yv^*) and the axin fused (Axin*^Fu^*) alleles did not persist to the third generation [6], [7]. Transgenerational effects were demonstrated in an epidemiological study in humans from Northern Sweden. These Överkalix data showed a link between grandparental food supply during their slow growth period and the mortality risk ratio of their grandsons [8]. More recently it was reported that F1 offspring responded to F0 paternal protein diet showing elevated hepatic expression of many genes that are involved in lipid and cholesterol biosynthesis in the low-protein diet compared to the control group. In addition reproducible changes in DNA methylation were detected at a putative enhancer of the lipid regulator *Ppara* [9]. Transgenerational perpetuation of DNA methylation was assumed to be a result of incomplete DNA methylation erasure during gametogenesis and early embryogenesis. At least at the *A^vy^* allele it was shown that DNA methylation is unlikely to be the epigenetic mark that transmits the pseudoagouti phenotype [10]. A paramutation-like phenomenon was described in progeny of heterozygotes *Kit^tm1Alf/+^* mice [11]. The *tm1Alf* mutation abrogates the synthesis of Kit tyrosine kinase receptor and wild type progeny from heterozygous *Kit^tm1Alf/+^* parents showed the mutant phenotype of a white tail dip and white feet. Furthermore, these wild type mice transmitted the white tail dip and white feet mutant phenotype to subsequent generations in the absence of a *tm1Alf* allele. A similar demonstration of paramutation in mice was achieved by microinjecting microRNA miR-1 in fertilized oocytes to target the Cdk9 cardiac growth regulator [12]. Mice born after miR-1 injection showed an increased heart size compared to controls and this phenotype was transmitted to next generations. These results suggest that RNA molecules play a role in non-mendelian inheritance. Transgenerational epigenetic inheritance attracted much attention because it is challenging the paradigm that solely DNA transmits all the information for subsequent living organisms. Irrespective of a small number of particular examples the relevance of transgenerational epigenetic inheritance characterized by epigenetic marks that are persisting over generations is widely unknown.

Recently we presented data from a three generation pig feeding experiment by which we show a transgenerational response in F2 offspring [13]. F0 boars were fed a diet enriched in methylating micronutrients or a control diet. In the F2 descendants from these boars we found significant gene expression, carcass and DNA methylation differences. It is hypothesized that if non-mendelian inheritance took place in this three generation pig pedigree then the information could only be transmitted via the F0 boars' semen because exclusively the F0 boars were differentially fed in this pedigree. We suggested studying testes sample because potential differences in gene expression could also point towards other epigenetic marks than RNA molecules. From the analysis of RNA in sperm cells we expected to find differences of gene expression that are directly carried to the egg via fertilization and would eventually be involved in early embryogenesis. These potential changes must then be maintained in the germ cells of the F1 generation to be effective in a F2 generation. In the present study we analyzed RNA microarray data from testes and RNA-Seq data from sperm cells of these differentially fed F0 boars in search of segregating epigenetic RNA marks.

## Results

### Gene Expression Profiling in testes by microarray analysis

Gene expression was investigated by microarray gene expression profiling to compare gene expression levels in testes of 4 F0 boars that received from month one to month ten an experimental diet enriched in methylating micronutrients with those 4 boars that received a control diet. 

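Testis RNA of 8 boars was hybridized to 1 porcine Agilent array each, with a single dye (Cy3). The 4 boars m_9597, m_9599, m_9499 and m_9527 received the supplemented diet, which held 8.5 g methionine per kg in the boar feed, and the 4 boars m_9598, m_9600, m_9502 and m_9528 the control diet with 3.3 g per kg. Boars are named here by the end of their deposited sample titles. The boars m_9597, m_9598, m_9599 and m_9600 are one litter of 4 full brothers, 2 on each diet. The deposited scanner files hold the intensity of each spot as Agilent Feature Extraction wrote it, without normalization between arrays. The median intensity of the spots (gMedianSignal), which the paper took as raw expression value, lay between 108 and 192.5 over the 8 arrays, with a group median of 144 on the supplemented diet and 155.5 on the control diet. This was 4.91 to 7.40 times the median local background of the same array. Between 76.3% and 86.5% of the spots were well above background, with a group median of 76.8% on the supplemented diet and 82.6% on the control diet, and no spot was saturated. The values were set to the log2 scale without background subtraction and quantile-normalized over the spots that are not controls, the spots of one probe were averaged, and the diets were compared with limma, without a block. The litter of 4 brothers was hybridized on 1 slide and the other 4 boars on the second, so this litter and the slide cannot be told apart, but each slide held both diets. The paper names 3 litters, and how the other 4 boars divide into litters is not stated. All arrays were scanned on one date. On both slides the supplemented diet took the places 1 and 3 and the control diet the places 2 and 4, so that place and diet cannot be told apart. The number of boars, 4 per diet, limits the precision of every comparison. The signal column, the normalization, the filter on dim probes and the block were each changed in turn.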

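The scanner files list 43803 spots that are not controls, for 43603 different probes. A probe was counted as present on an array if at least 50% of its spots had a linear signal above 25 and the flag gIsWellAboveBG, and as present in the testes if this held on at least 2 of the 4 arrays of a diet group. This gave 36982 present probes, 84.8% of those on the array. The signal limit of 25 removed none of them, since the flag alone also gave 36982. With the limit set on the background-subtracted signal instead, 32274 probes were present. The authors' deposited table of normalized values holds 1724 probes fewer. It lists exactly the probes that were present on at least 3 of the 4 arrays of a diet group. The SD over the 8 boars was at least 0.16 on the log2 scale for 32380 of the present probes, and 30991 probes were well above background on all 8 arrays.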

From the total of represented 43,663 probes on the porcine microarray chip 35,285 showed signals and 31,262 probes were with non-negligible variation (detection *P*<0.05). A numerical overview of the gene expression analysis is given in Table? 1. Note that the false discovery rate (FDR) is 0.82 and thus considerably high. 

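With limma, 689 of the 36982 present probes had a P-value under 0.05 between the diets, which is 1.86% of them, where 5% would be 1849 probes. The number with a P-value under 0.01 was 84, where 1% would be 370. After Benjamini-Hochberg adjustment no probe was under 0.05, and the smallest adjusted P-value was 0.476, for the MME probe A_72_P292974. The ordinary equal-variance test, whose P-values Table S1 holds, gave 717 probes under 0.05 and 102 under 0.01 on the same values, again with 0 after adjustment and a smallest adjusted P-value of 0.851. With the litter of 4 brothers, which is also the slide, as a block, 726 probes were under 0.05 and the smallest adjusted P-value from limma was 0.713. Leaving out the control boar m_9502 moved the number under 0.05 most, to 6155, with 1 probe after adjustment, A_72_P198122, which was named after its value was seen. The number under 0.01 moved most with array weights, to 1287, and the number after adjustment in the litter of 4 brothers alone, to 3. In simulated data with the same probes and spreads, the noise was drawn independently for each probe. There, 80% of 200 probes changed 4-fold and 24.5% of 200 probes changed 2-fold were found at an adjusted P-value under 0.05. In the boars many probes vary together, so these shares need not hold for the real arrays.

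**Figure D1:**
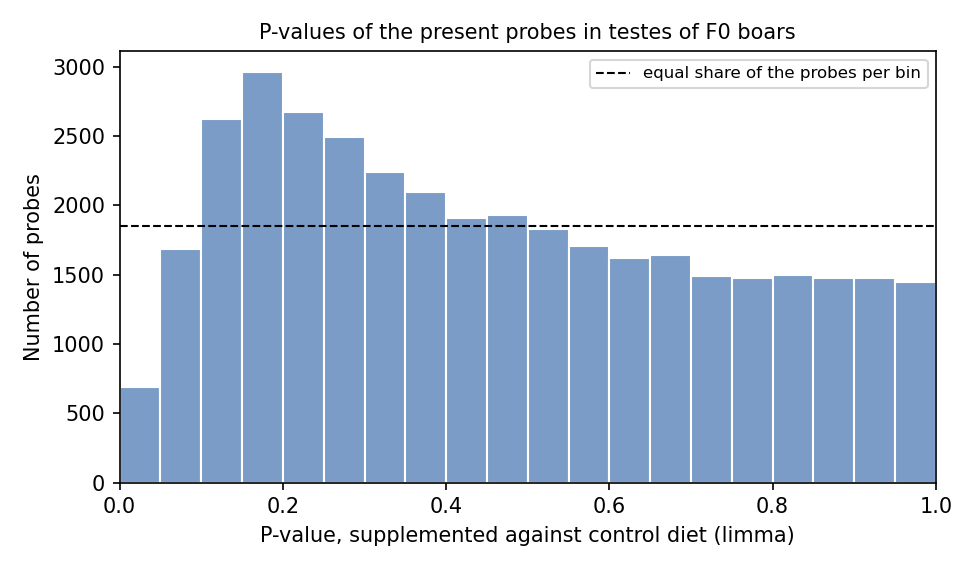
Number of present probes (vertical axis) by limma P-value between the supplemented and the control diet (horizontal axis, in bins of 0.05), with a dashed line at an equal share of the probes per bin. The lowest bin holds 689 probes, under the line at 1849, and the highest bar is the fourth, with 2963 probes.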

We found two fold differences in mRNA levels in F0 testes between the two groups for 8 genes (*P*<0.01) and a subtle≥one fold change for 70 genes (*P*<0.01).

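With limma, 26 probes differed at least 2-fold with a P-value under 0.01, 8 of them higher and 18 lower on the supplemented diet, while the ordinary test of Table S1 gave 9 such probes on the same values. The 7 probes that Table S1 lists with a 2-fold difference and P under 0.01 were read on all 8 arrays. MME (probe A_72_P292974) had a log2 signal of 7.59 ± 0.14 (SD, n = 4 boars) on the supplemented and 8.91 ± 0.23 (SD, n = 4) on the control diet. Its log2 fold change was -1.32 (standard error 0.16, adjusted p = 0.476 from limma) and stayed between -1.41 and -1.23 with each boar left out in turn. RLN1 (A_72_P146831), which the RefSeq table names RLN2 by its accession, had the largest difference of the 7, with 7.91 ± 0.49 (SD, n = 4) against 10.81 ± 0.89 (SD, n = 4), a log2 fold change of -2.90 (standard error 0.42, adjusted p = 0.840 from limma). NQO1 (A_72_P127796) had 9.78 ± 0.43 against 11.38 ± 0.34 and a log2 fold change of -1.60. For PCOLCE2 (A_72_P371443) it was -1.07, for RAB27B (A_72_P159016) -1.21 and for SLC40A1 (A_72_P394233) -1.05. BIRC7 (A_72_P416738) was the only one of the 7 that was higher on the supplemented diet, by 1.02. The adjusted p of each of the 6 probes other than MME was 0.840 from limma. In each of the 7 probes all 4 boars of one diet lay above all 4 of the other (two-sided exact permutation test, p = 0.0286, the smallest p that 4 boars against 4 allow), and the probes had been chosen for their difference in these boars.

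**Figure D2:**
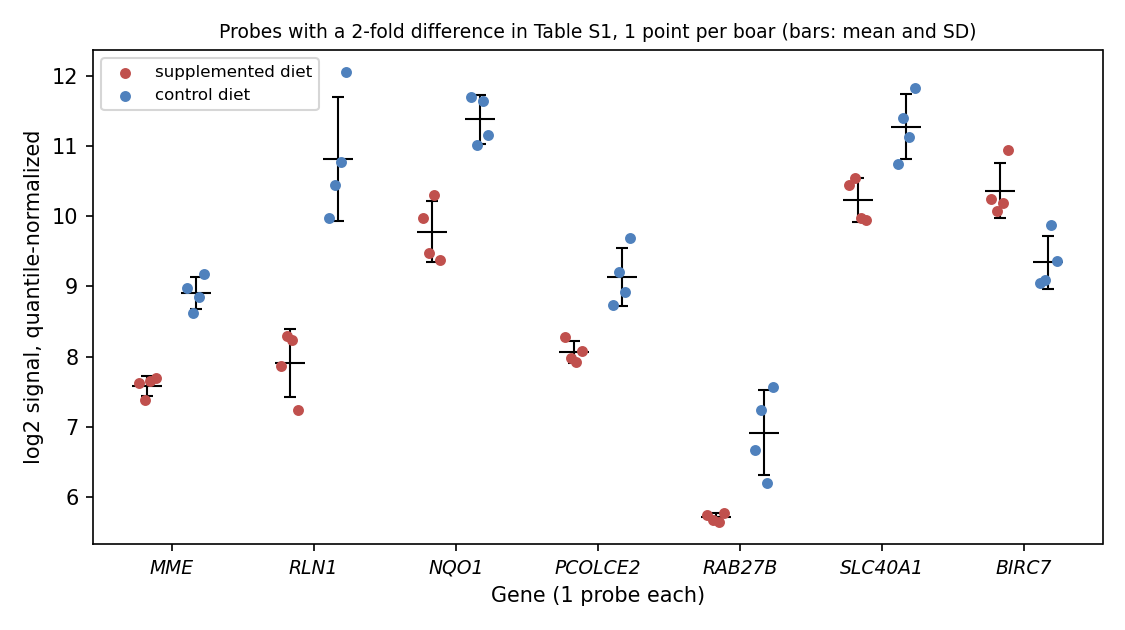
Quantile-normalized log2 signal (vertical axis) of the 7 probes with a 2-fold difference in Table S1 (horizontal axis, by gene), with 1 point per boar for the supplemented and the control diet and bars for the mean and SD. The points of the diets do not overlap in any of the 7 probes, and only BIRC7 is higher on the supplemented diet.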

**Table 1:** Probe counts by significance and fold-change (fc) in testes of F0 boars.

*P*-value	#significants	FDR	fc≥1		fc≥1.5	fc≥2	fc≥3	fc≥4	fc≥8
*<*0.1	1583	0.82	1583	331		52	5	2	0
*P<*0.01	70	0.82	70	29		8	2	1	0
*P<*0.001	9	0.82	9	5		1	0	0	0
*P<*1e-04	1	0.82	1	1		1	0	0	0
*P<*1e-05	0	NA	0	0		0	0	0	0

#significants: Number of significant probes that differ between the two groups on the significance level indicated.

FDR: False discovery rate.

### Pathway analysis of differentially expressed genes in testes

Although the FDR of the differential gene expression was 0.82 indicating that most of the differentially expressed genes might be false positives we performed a pathway analysis in order not to miss any hint of transmissible epigenetic marks. From 659 features that indicated differential expression between the two groups (*P*<0.05, FDR = 0.82) 526 could be annotated and 482 were suitable for the enrichment analysis (Table S1). 

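Of the 689 probes with a limma P-value under 0.05, 347 were higher and 342 lower on the supplemented diet. With the background-subtracted signal scaled to the 75th percentile of each array, 1019 probes were under 0.05, of which 260 were higher and 759 lower. The copy of Table S1 used here holds 480 of the paper's 482 rows, 196 with a higher and 284 with a lower mean on the supplemented diet, and all 480 probes were among the present ones. The paper's FDR is 0.821 in each row that has one, and 91 rows have none. Besides the 2-fold probes of Table S1, the probes with the smallest limma P-values were TFPI (A_72_P029441, log2 fold change -0.84), a second PCOLCE2 probe (A_72_P365563, -0.85, well above background in 1 of 4 boars on the supplemented diet), A_72_P162926 (1.14), which has no gene name in the files, STOX1 (A_72_P335843, -0.96) and LGALSL (A_72_P020981, -0.96). Among probes with P under 0.01, the largest rises on the supplemented diet were those of TROVE2 (A_72_P290969, 1.58), the unnamed A_72_P242407 (1.25), A_72_P162926, FAM181B (A_72_P330533, 1.13) and AKAP2 (A_72_P273004, 1.13). The largest falls were those of RLN1, BANK1 (A_72_P086601, -1.61), NQO1, a second SLC40A1 probe (A_72_P405348, -1.49) and SLC44A5 (A_72_P090136, -1.48). Each of these probes had an adjusted p of 0.840 from limma. The direction of each held with any one boar left out, which their choice for small P-values or large differences makes likely beforehand.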

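Table S2 places 13 genes behind its first 3 pathway maps, and Table S1 lists 17 probes for them. In limma 11 of the 17 had a P-value under 0.05, 10 were higher and 7 lower on the supplemented diet, and their differences were between 1.16-fold and 1.81-fold. Table S1 lists these probes for a P-value under 0.05 in the same boars, so the 11 of 17 are no separate evidence. All 17 had an adjusted p of 0.840. Most of the 17 have their gene name from Table S1 alone, so probes of the same genes without a difference may be unnamed here. The 7 genes of the first map have 9 of these probes. GNAS, the G-protein alpha s subunit, has a pair of them that moved in opposite directions. A_72_P348513 had a log2 fold change of 0.86 (standard error 0.27) and A_72_P423714 of -0.24 (standard error 0.14). The MAP3K4 probes rose by 0.55 (A_72_P358533) and 0.21 (A_72_P147281), PTK2B (A_72_P157341) rose by 0.39 and ELK1 (A_72_P386968) by 0.41. PLCB1 (A_72_P126376) had a log2 fold change of -0.39, TCF7L2 (A_72_P387963) of -0.31 and PRKAR2B (A_72_P327648) of -0.22. The 6 other genes code for proteins of cell junctions. The 3 MAGI1 probes of Table S1 rose by 0.56 (A_72_P101851), 0.52 (A_72_P231307) and 0.50 (A_72_P169136). CGN (A_72_P150466) rose by 0.39 and MPDZ (A_72_P352328) by 0.25. OCLN (A_72_P292669) had a log2 fold change of -0.71, F11R (A_72_P049411) of -0.37 and CLDN1 (A_72_P253557) of -0.23, the last from a probe well above background in 1 of 4 boars on the supplemented diet. The boars of the diets did not overlap in 3 of the 17 probes. No probe carried the name ADORA2B, the gene of the A2B receptor itself, which was therefore not analysed here.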

The largest number of differentially expressed genes between the two diet groups was associated with pathway maps of development_A2B receptor: action via G-protein alpha s, Cell adhesion_Tight junctions and Cell adhesion_Endothelial cell contacts by junctional mechanisms. The gene ontology (GO) processes that match most of the gene expression data are positive regulation of nucleobase-containing compound metabolic process, cellular response to hormone stimulus and cellular process. A summary of the enrichment analysis is given in Table S2. The *P*-values of the pathway analysis are biased because they are based on the gene list from the gene expression analysis (FDR = 0.82).

### RNA in sperm cells of differentially fed F0 boars analysed by RNA-Seq

An RNA-Seq experiment was performed in order to comprehensively investigate if there are differences in the expression of RNA molecules>100 nt in sperm cells of differentially fed F0 boars. From this experiment we obtained between 27.5 million and 42.5 million reads for each of the respective sperm RNA sample from 4 differentially fed boars (Table? 2). After mapping, removing of unambiguous hits and removing of PCR duplicates we ended up with 4,454,674 and 2,832,484 mapped reads for the two boars that received the methyl supplemented diet and with 3,069,580 and 1,794,219 reads for the two boars that received the control diet, respectively. These numbers of reads were compared in a DESeq analysis to search for differences in the expression of RNA transcripts in sperm cells between the two groups. The overall DESeq analysis showed no significant differences between the two groups in RNA expression based on the *P*-value adjusted for multiple testing (Table S4). However, we could annotate 105 genes that were differently expressed between the two diet groups on the nominal *P*-value<0.05 (Table S4). Although not significant based on the adjusted *P*-value we performed an enrichment analysis in order not to miss any clue of an epigenetic mark. We found that the largest portion of these differentially expressed genes was enriched for the pathway maps of bacterial infections in cystic fibrosis (CF) airways, glycolysis and gluconeogenesis p.3 and cell cycle_Initiation of mitosis. The GO processes including the most of these differentially expressed genes were viral transcription and viral genome expression, viral infectious cycle, cellular protein localization, cellular macromolecule localization, nuclear-transcribed mRNA catabolic process, nonsense-mediated decay and cellular component organization at cellular level. A summary of the enrichment analysis of sperm RNA from differentially fed boars is presented in Table S3. Again, the *P*-values of the pathway analysis are based on the gene list from the gene expression analysis which does not reveal significant expression differences when corrected for multiple testing (*P*-value adjusted).

**Table 2:** Mapping statistics of illumina reads.

Sample ID	# reads	# mapped	[%]	# unmapped	[%]	# ambiguous	[%]	# unique	[%]	# no PCR-	[%]
										duplicates	
9597 suppl. diet	42,532,268	39,498,715	92.9	3,033,553	7.1	24,384,633	57.3	15,114,082	35.5	4,454,674	10.5
9598 control diet	34,536,286	31,908,341	92.4	2,627,945	7.6	17,195,879	49.8	14,712,462	42.6	3,069,580	8.9
9599 suppl. diet	39,129,530	36,094,046	92.2	3,035,484	7.8	22,057,905	56.4	14,036,141	35.9	2,832,484	7.2
9600 control diet	27,527,320	25,759,633	93.6	1,767,687	6.4	15,499,187	56.3	10,260,446	37.3	1,794,219	6.5

## Discussion

We investigated RNA samples from differentially fed F0 boars from a three generation pedigree that showed a transgenerational epigenetic response in the F2 offspring. Exclusively the experimental F0 boars received high doses of methylating micronutrients intending to unbalance the one-carbon metabolism [14].

We hypothesized that differential gene expression in testes and sperm cells of differentially fed F0 boars is prerequisite to find epigenetic RNA marks. We found 482 differentially expressed genes (P<0.05) between the two groups of testes samples for which the FDR was considerably high for all transcripts (FDR =  0.82) and thus includes a high portion of false positives. A two fold difference in expression was found for 8 transcripts (FDR = 0.82). We consider the gene expression differences between the two groups of 4 boars as moderate. 

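The difference between the diet means had a median size of 0.17 on the log2 scale over the present probes, which is 1.12-fold, against a median SD between boars of the same diet of 0.296. For 95% of the probes it was below 1.50-fold. Whatever their P-value, 1909 probes differed at least 1.5-fold and 191 at least 2-fold, the latter 0.516% of the probes. In 418 probes, 1.13% of those present, all boars of one diet lay above all boars of the other, where chance gives 2.86%. The fold changes within the litter of 4 brothers and within the other 4 boars had the same sign in 61.1% of the probes, with a correlation of 0.272 across probes, which are not independent replicates. Other pairings of the boars were not compared in this way. The place on the slide goes with the diet in both sets, and many probes vary together, so this agreement cannot be credited to the diet.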

The pathway maps and GO processes associated with gene expression differences do not indicate a simple relationship between nutritional influences and gene expression in testes which may reflect the high FDR of the involved differentially expressed genes. Nevertheless the Adenosine A2B receptor influences cell differentiation and proliferation and has thus far reaching consequences (http://host.genego.com/map_482.php). The positive regulation of nucleobase-containing compound metabolic process, the cellular response to hormone stimulus and the cellular process represent also complex networks making it difficult to interpret them in the light of epigenetic inheritance. The expression result is thus not conclusive of whether the diet affects processes related to transmittable epigenetic marks. 

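Since the supplement holds donors of methyl groups and their cofactors, the genes of one-carbon metabolism were also compared as a list. Its genes were fixed before the data were examined, but some of its probes took their names from Table S1. Of its 55 genes, 13 had a named and present probe, 28 probes in all. Their median log2 fold change on the supplemented diet was 0.08 and their mean 0.02, and limma's camera with a preset correlation of 0.01 gave p = 0.294 (two-sided) for a shift of the list. With the correlation estimated from the data camera gave p = 0.406, and fry gave p = 0.356. Of the 28 probes 7 had a P-value under 0.05. Adjusted over the list alone 1 probe was under 0.05, and over all present probes none. The number over the list alone was 0 with the litter of 4 brothers as a block and 5 with array weights. That probe is MMAB (A_72_P282619), an enzyme of vitamin B12 metabolism, with a log2 fold change of 0.61 (standard error 0.14). Its adjusted p from limma was 0.0479 over the list alone, 0.0685 over the list with the block and 0.840 over all probes, and it was higher in all 4 boars on the supplemented diet than in any control boar, though the other MMAB probes were not under 0.05. MUT (A_72_P119891) had a log2 fold change of -0.73, a pair of FOLR1 probes (A_72_P288159 and A_72_P151576) of -0.82 and -0.87, and 3 GAMT probes (A_72_P076586, A_72_P063331 and A_72_P160646) of 0.56, 0.56 and 0.54. The other MUT probe (A_72_P165411) had -0.21, and further FOLR1 probes (A_72_P088571 and A_72_P223507) had -0.76 and -0.46. None of these others had a P-value under 0.05. The probes of MMAB, MUT, FOLR1 and GAMT with a P-value under 0.05 are also in Table S1, so that the study had picked them on the same boars. Those of MMAB, MUT and GAMT owe their gene names to Table S1 alone. They entered the list only because the study had found a difference in these boars. This choice can bias the 7 probes under 0.05, the values adjusted over the list and the list tests. The paper reasons from the high FDR of the probes and from pathway maps without a simple relationship to nutrition, and it treats the expression result as inconclusive.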

The results, however, indicate that the extreme supplementation of methylating micronutrients from month one to month ten of age has a very moderate (if any) effect on gene expression in boar testes as measured by microarray analysis.

A more direct way in search of epigenetic marks was the RNASeq experiment of sperm RNA between groups of each of two differentially fed F0 boars. According to the adjusted *P*-value there was no difference in RNA expression of sizes larger than 100 nt. Consequently, it is concluded that RNA expression in sperm cells is not significantly affected by extensive supplementation of methylating micronutrients and thus RNA could not be established as epigenetic mark in this feeding experiment. Furthermore, it is emphasized that potential epigenetic marks or their epigenetic effects in the F0 generation must persists up to the sperm cells of the F1 generation to be considered causal for observed effects in the F2 generation. The sample size in this study was rather small and only pronounced differences in RNA expression would have been detected. 

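The size of the differences that 4 boars against 4 can detect was computed from the spread between boars. At the median residual SD of the present probes, 0.296 on the log2 scale, the ordinary two-sided equal-variance comparison finds a 1.63-fold difference with 80% power at a P-value of 0.05. At 0.05 divided by the number of probes it finds a 27.5-fold difference. This is the limit of the ordinary test on a single probe, with 6 residual degrees of freedom, and not of limma, which shares variances between probes. For the 10% of probes with the smallest residual SD the first limit was 1.28-fold or less, and for the 10% with the largest it was 2.61-fold or more. The limit at a P-value of 0.05 moved most with the background-subtracted signal scaled to the 75th percentile, to 1.98-fold. The paper considers its sample size too small for weaker differences.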

There are following possibilities to interpret the data: (1) The diet does not induce gene expression differences that can be reliably measured in testes or sperm cells. (2) The diet induces epigenetic modifications but RNA molecules larger than 100 nt are not the epigenetic marks. (3) The diet induces epigenetic modifications and RNA molecules larger than 100 nt are differentially expressed but it could not be demonstrated in this study because of small sample size and/or small expression differences. In mammals, there is still no experimental evidence if transgenerational epigenetic inheritance in the narrow sense is contributing to the variation of multifactorial traits including diseases challenging its relevance [15].

## Conclusion

We did not find conclusive evidence that high dose of methylating micronutrients significantly affect the expression of RNA molecules longer than 100 nt in testes or sperm cells of boars. Our experiment suggests that RNA molecules larger than 100 nt in sperm cell formation is well protected against nutritional influences.

## Materials and Methods

### Ethics Statement

The study was carried out in strict accordance with Swiss Federal Law on Animal Protection of 16 December 2005 (Tierschutzgesetz TSchG, SR 455), Art. 32, Absatz 1; Ordinance on Animal Protection of 23 April 2008 (Tierschutzverordnung TSchV, SR 455.1). Approval was not necessary since the experiment was considered to cause no harm to the experimental animals (Art. 62 Abs. 1 TSchV, degree of severity 0).

### Animals and diet

Boars from the Large White breed were kept in a research facility at Agroscope Liebefeld-Posieux Research Station ALP, which employs a veterinarian for the health care of the experimental animals, and which is surveyed by the welfare department of the canton of Fribourg (Switzerland). One group of 8 boars received from one month of age until slaughtering at 10 months of age an experimental diet enriched in methylating micronutrients and the other group of boars were fed a control diet. The composition of the methylating micronutrients that were added to the diet is given in Table? 3. The boars were sacrificed by a certified butcher using a captive bolt device. The testes samples used for the microarray analysis were from 8 boars of three litters born from 3 sows mated to 2 boars. These boars were randomly allotted within litter to 2 feeding groups. For the RNASeq experiment we used semen samples from one of the above litter of 4 full brothers.

**Table 3:** Methylating nutrients contents of the diets fed the F0 boars (per kg diet).

	Control diet				Experimental diet			
Age, months	Starter 1–2.5	Grower 2.5–4	Finisher 4–5	Boar 5–10	Starter 1–2.5	Grower 2.5–4	Finisher 4–5	Boar 5–10
Methionine, g	4.4	3.3	2.5	3.3	11.6	8.5	6.6	8.5
Cysteine, g	3.3	3.5	3.2	2.9	3.2	3.4	3.2	2.9
Choline, mg	300	200			1300	1400		
Betaine, mg	0	0			1600	1600		
Vit. B6, mg	4	3			1600	1600		
Folate, mg	0.5	0.5			200	200		
Vit. B12, mg	0.02	0.02			8	8		

### Microarray expression analysis

The microarray analysis was performed as described by Braunschweig et al. [13]. RNA from testes tissue samples was extracted using the Trizol reagent according to the manufacturer's protocol. The integrity of RNA was confirmed by a Bioanalyzer 2100 (Agilent, Waldbronn, Germany). The RNA was labeled and hybridized to the porcine gene expression microarray from Agilent Technologies according to standard protocol used at the Functional Genomic Center Zürich. We used the Porcine (V2) Gene Expression Microarray, 4644K (G2519F). Spot intensities that were obtained from the hybridization of the samples to the probes were extracted from the TIFF images using Agilent Feature Extraction Software 9.5. From the generated TXT files the ‘‘gMedianSignal’’ of the spots was used as raw expression value and further analyzed using R/Bioconductor. A signal of probe was declared present in a condition if it had a linear signal value above 25 and if the flag ‘‘gIsWellAboveBG’’ generated by the Feature Extraction software was true in at least 50% of the replicates of that condition. False Discovery Rates were computed using the Benjamini-Hochberg method. We used 4 testes tissue samples from F0 boars that received the diet enriched in methylation micronutrients and 4 samples from the control boar group.

All probes from the microarray experiment that had a *P*-value less than 0.05 for the difference between signal averages of the two groups were manually annotate and analyzed using the GeneGO MetaCore pathway analysis software (db version 6.2, build 24095, http://www.genego.com/metacore.php). The software interconnected all candidate genes according to published literature-based annotations. Only direct connections between the identified genes were considered. In MetaCore analysis, the statistical significance of networks is indicated by a P-value from the Fisher's exact test. The false discovery rate (FDR) is used for multiple testing corrections.

### RNA from sperm cells

Boar sperm cells were obtained by flushing epididymis with semen extender, frozen in liquid nitrogen and stored at −80°C. The semen was washed twice with somatic cell lysis buffer (0.1% SDS, 0.5% Triton X-100 in dH2O). Sperm cells were pelleted and resuspended in 2 ml Trizol reagent. The mixture was homogenized by lysing cells using more than 30 strokes with a 26-gauge needle. RNA was then extracted following the manufacture's protocol. The integrity of the RNA was tested on a Bioanalyzer 2100 (Agilent, Waldbronn, Germany). Sperm RNA was directly used for library construction following illumina's protocol TrueSeq RNA Sample Preparation v2 Guide. The library was sequenced on an illumina HiSeq 2000/1000 instrument.

### Processing of sequencing reads

The quality of the sequence reads was assessed using fastQC version 0.9 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). We observed a median phred score for each base between 30 and 40 across all samples. Ribosomal RNA contaminations were removed by mapping the 100bp single end reads to a collection of ribosomal RNA sequences using bowtie2 with standard parameters [16]. The fraction of rRNAs was between 53% and 63%. The remaining reads were mapped to the *Sus scrofa* genome assembly Ssc10.2/Ssr3 (http://hgdownload.cse.ucsc.edu/goldenPath/susScr3/bigZips/susScr3.fa.gz) using TopHat2 with default parameters [17]. Because the duplication rate was very high we decided to remove these duplicates using picard tools (http://picard.sourceforge.net), although this clearly underestimates the number of sequenced molecules. The high number of duplicates can be most probably attributed to the limited amount of input RNA available for the sequence library preparation, which required more PCR cycles than usual.

We combined the mapping files (bam files) of all samples for search of expressed regions. An expressed region is defined by a minimum length of 50 bp and a minimum average coverage of 5. These regions were combined with the preliminary annotation of the *Sus scrofa* genome and used to count reads with htseq_count (http://www-huber.embl.de/users/anders/HTSeq). Differential expression values were calculated using DESeq bioconductor library [18]. We compared the RNASeq results from two sperm RNA samples in each group of the supplemented and the control diet group for differential gene expression.

Similar to the microarray expression data we selected all genes that were differentially expressed in sperm cells between the two pairs of samples from the feeding experiment. We used transcripts that were differentially expressed on the nominal P>0.05 level between the groups and annotated them manually and used them to perform the enrichment analysis as described above.

The detailed results of the expression analysis in testes and sperm cells discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE48778 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE48778) [19].

## Supporting Information

Table S1 **Gene expression in testes of differentially fed boars.** List of differentially expressed genes in testes between 4 boars fed a control diet (control_diet) and 4 boars fed an experimental diet (suppl_diet).
(XLS) Click here for additional data file.

Table S2 **Enrichment analysis report of differentially expressed genes in testes.** Differentially expressed genes in testes between the two diet groups were analyzed using the GeneGO Metacore pathway analysis software.
(XLS) Click here for additional data file.

Table S3 **Enrichment analysis report of differentially expressed genes in boar sperm cells.** Differentially expressed genes in boar sperm cells between the two diet groups were analyzed using the GeneGO Metacore pathway analysis software.
(XLS) Click here for additional data file.

Table S4 **DESeq analysis of differentially expressed genes in boar sperm cells.** Differentially expressed genes in boar sperm cells between 2 boars fed a control diet (9598/9600) and 2 boars fed an experimental diet (9597/9599) analyzed using the DESeq Bioconductor package.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

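Testis RNA of 8 boars, 4 on the supplemented and 4 on the control diet, was measured on one-colour Agilent porcine arrays. The sperm RNA-Seq samples were not analysed here. The authors deposited, for each boar, the scanner output with the intensity of every spot, as Feature Extraction wrote it and not normalized between arrays. They also deposited a table of log2 values, which was checked against the scanner files: each column is the quantile-normalized log2 gMedianSignal of that array, for the probes present on at least 3 of 4 arrays of a diet group. Flags in the scanner files mark spots that are well above background, outliers or saturated.

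From the scanner files, log2 gMedianSignal of the spots that are not controls was quantile-normalized without background subtraction, since the paper took gMedianSignal as raw value, and spots of one probe were averaged. Probes were kept if present on at least 2 of 4 arrays of a diet group, by a signal above 25 and the flag gIsWellAboveBG. The diets were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the present probes. Fold changes are the supplemented minus the control diet on the log2 scale. Without background subtraction they understate the change of dim probes. The number of arrays limits the precision of all values. The code was tested on simulated data with 200 changed probes of 36982 and noise independent between probes, unlike the real arrays. There, 97.0% of 8-fold changes were recovered and 5.17% of unchanged probes had a P-value under 0.05. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

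Of the probes, 3239 carry a RefSeq accession, and 2628 of these matched the RefSeq gene table, which belongs to the assembly Sscrofa11.1 and was used for names only. With the names in Table S1, 3064 probes had a gene name, 2918 of them present. Table S1 and the RefSeq table both name 44 probes, 39 of them alike, and the name in Table S1 was kept. Different probes of a gene were reported one by one.

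The probes named were chosen by a rule set before the data were examined, which took 43 probes: those of Table S1 with P under 0.01 and a 2-fold difference, the 10 smallest P-values, the 5 largest rises and falls with P under 0.01, the Table S1 probes of the genes behind the first 3 pathway maps, and one-carbon genes in Table S1 or with P under 0.01. Lists of one-carbon genes and of marker genes of Leydig cells, Sertoli cells, spermatogonia, spermatocytes, spermatids, peritubular cells, macrophages, endothelium, red blood cells and duct epithelium were written beforehand too. The one-carbon list was tested with camera, and some of its probes had their names from Table S1 alone.

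The alternatives set beforehand were the background-subtracted gProcessedSignal and gMedianSignal, each scaled to the 75th percentile of the array, other filters on dim or little varying probes, the ordinary equal-variance test, limma with an intensity trend and robust variances or with array weights, the slide or litter as a block, the litter of 4 brothers or the other 4 boars alone, the authors' deposited log2 values, and each boar left out in turn. Normexp with an offset of 50 had been planned on gMeanSignal. The files used here hold gMedianSignal, so normexp was run on it. That change, the removal of outlier spots, presence on 3 of 4 arrays, the array brightness as covariate and the neighbouring places of the slide (1 and 2 against 3 and 4) as a block were chosen after seeing the data. The scan date could not serve as a block, since it was one date for all arrays. The per-boar columns of Table S1 were not used, since their numbers do not name the boars.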

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

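The tests in this part were set before their own values were seen, but after the boars had stood out. A boar was looked at when it lay farther from the 3 others of its diet than Dixon's test at 95% allows. This happened in 4 of 114 groups, where chance alone gives about 5.7, so none of the 4 exceeds what chance gives and each is reported as a value to look at.

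The macrophage marker list was high in the control boar m_9600, with a list median of 0.67 (log2, relative to the mean of all boars) against -0.45 to -0.39 in the 3 other control boars. It has 6 present probes of 3 genes. All 6 were higher in boar m_9600 than in the other control boars, the most abundant, an AIF1 probe (A_72_P394883), by 1.84 and the smallest difference, of a CD163 probe (A_72_P170001), by 0.42. A candidate explanation is more immune cells in the tissue piece of that boar. The 6 probes do not decide it, since the boar stood out by the median of these same probes. A higher activity of the same cells would give the same values and was not tested. Macrophages live in the testis, so the 3 genes can come from the tissue itself. None of them is in Table S1 or in another list.

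The duct epithelium list was low in the control boar m_9502, with a list median of -0.76 against 0.28 to 0.43 in the other control boars. Of its 7 present probes of 4 genes, 6 were lower in boar m_9502 than in the 3 others. Against the mean of the other control boars the differences were -1.78, -1.59 and -1.66 for the 3 EPCAM probes and -0.12 for the CDH1 probe A_72_P164631. Less duct epithelium in the tissue piece is a candidate explanation that these 6 probes leave open, as the boar stood out by their own median and germ cells also express some of these genes. None of the 4 genes is in Table S1 or in another list. Boar m_9502 is also the boar whose removal moves the number of probes with P under 0.05 most.

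The MMAB probe A_72_P282619 was low in boar m_9597, at 11.55 against 11.79 to 11.80 in the 3 other boars on the supplemented diet, which lie unusually close together. In 0 of the 2 other MMAB probes was boar m_9597 the lowest of its diet, so a fault of the single spot may explain it. Leaving out the lowest boar of the higher diet raises the fold change by construction. Without this boar the adjusted P-value of the probe over the one-carbon list alone was 0.0693, against 0.0479 with all boars.

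The MAGI1 probe A_72_P101851 was low in boar m_9499, at 9.81 against 10.16 to 10.21 in the other boars on the supplemented diet. In 2 of the 2 other MAGI1 probes boar m_9499 was also the lowest of its diet, which argues against a fault of the single spot. A difference in MAGI1 transcripts in this boar stays open, and no biological explanation was tested.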

How the results depend on the processing

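The alternatives run with normexp, without outlier spots, with presence on 3 of 4 arrays, with array brightness as covariate and with the neighbouring places of the slide as a block were chosen after seeing the data, as was the adjustment over the one-carbon list under each alternative. Normexp on gMeanSignal and the scan date as a block were not run.

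No probe had an adjusted P-value under 0.05 in limma (689 with P under 0.05), nor in the ordinary equal-variance test (717). The exceptions were limma with array weights (1 probe, MME), the litter of 4 brothers alone (3 probes without a gene name), and the 7 boars without boar m_9502 (1 probe). With each boar left out in turn the count lay between 0 and 1.

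The number of probes with P under 0.05 stayed within 1.5 times the 689 under the other signal columns, filters, tests and blocks, including normexp (716), but array weights gave 5830, the litter of 4 brothers alone 2381 and the other 4 boars alone 359. These latter fits have 2 boars per diet. With each boar left out in turn the number ran from 339 to 6155. The highest came without the control boar m_9502, where it shared 594 of the 689 probes, and without boar m_9600 it was 1213. Without the boars m_9598, m_9527 and m_9528 it was 369, 438 and 339. Array weights gave boar m_9502 the lowest weight of the 8, 0.316.

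The number with P under 0.01, 84 with all boars, was 182 with gProcessedSignal scaled to the 75th percentile, 1287 with array weights, 526 in the brothers alone and 35 in the other 4 boars alone, and ran from 56 to 1185 with each boar left out, with 135 without boar m_9600 and the highest without boar m_9502. The number that was also 2-fold, 26 with all boars, was 139 with gProcessedSignal, 9 with the ordinary test, 174 with array weights, 157 in the brothers alone and 13 with normexp, and ran from 14 to 350 with each boar left out. It was 43 without boar m_9499 and 43 without boar m_9600, 14 without boar m_9528 and 350 without boar m_9502. Of these 2-fold probes, 8 were higher and 18 lower on the supplemented diet with all boars, and 14 and 125 with gProcessedSignal. More were higher than lower with array weights (105 and 69) and in the brothers alone (105 and 52). Under each of the other alternatives more were lower.

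The share of higher probes among those with P under 0.05 was 50.4%. With gProcessedSignal it was 25.5% (260 higher, 759 lower), although the median log2 fold change of all probes moved only from 0.00 to -0.02. The cause was not tested.

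The one-carbon list kept the sign of its median, and its p stayed above 0.05, under each of its alternatives, and its median log2 fold change lay between 0.01 and 0.12 with each boar left out. Its mean log2 fold change, 0.02, changed sign without boar m_9597 (-0.01), m_9502 (-0.02) or m_9527 (-0.02) and was -0.00 with gProcessedSignal, so the direction of the list is not settled. The MMAB probe was in the list only by its name in Table S1, which had picked it on these boars. The adjusted P-value of MMAB over the list alone, 0.0479, was above 0.05 in 18 of 26 alternatives and under it in 8. It was above with the litter as a block (0.0685), with gProcessedSignal (0.167) and with an intensity trend and robust variances (0.100). The same held in 6 of the 8 fits with a boar left out, where it ran from 0.0419 to 0.181. It was under 0.05 with the ordinary test (0.0233), without a presence filter (0.0262) and with array weights (0.0209). With brightness as covariate (0.0193) and with normexp (0.0147) it was under 0.05 too. The number of list probes under 0.05, 1 with all boars, was 0 in the 18 alternatives with MMAB above 0.05. It rose to 5 with array weights, 4 with brightness as covariate, and 3 without boar m_9598 or m_9527. The detectable difference of the ordinary test at a P-value of 0.05, 1.63-fold, was 1.98-fold with gProcessedSignal, 1.71-fold with gMedianSignal scaled to the 75th percentile, 1.55-fold without a presence filter and also with brightness as covariate, 1.47-fold with normexp and 1.69-fold with the neighbouring places as a block, and ran from 1.64 to 1.78-fold with each boar left out. At 0.05 divided by the number of probes, 27.5-fold, it was 104-fold with gProcessedSignal, 87.7-fold with the litter as a block, 127-fold with the neighbouring places as a block, 57.9-fold with brightness as covariate, 13.6-fold with normexp and 98.4 to 201-fold with a boar left out. In the block and leave-one-out fits fewer residual degrees of freedom raise this limit by construction.

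Of 1115 values of the 43 named probes under the alternatives, none changed direction and 1114 stayed on the same side of an adjusted P-value of 0.05. The exception came with array weights, where the log2 fold change of MME A_72_P292974 was -1.38 with an adjusted P-value of 0.0411. The stable direction was largely fixed in advance. Most named probes had been chosen for a diet difference in these boars, and in 25 of the 43 the diets did not overlap. Several alternatives, such as the blocks and filters, leave the fold change as it was by construction. Signal over background, 4.91 to 7.40 at the median spot, limits what dim probes can show without background subtraction.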

Differences from the paper's values

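The values compared come from limma here and from the ordinary equal-variance test in the paper's Table 1. The alternatives named were set before the data were examined, unless stated.

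The paper's FDR is 0.82, and the smallest adjusted P-value here was 0.476. The value came within 1.5 times of the paper's with the ordinary test (0.851), with an intensity trend and robust variances (0.671), with the slide or litter as a block (0.713), in the 4 boars outside the litter (0.986) and with any boar left out other than m_9502. It did not with gProcessedSignal (0.213), gMedianSignal scaled to the 75th percentile (0.402), the other filters (0.432, 0.503 and 0.295), array weights (0.0411), the brothers alone (0.00389), the authors' deposited values (0.485) or without boar m_9502 (0.0321).

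For probes with p under 0.01 and at least 2-fold the paper's Table 1 counts 8, and for probes with p under 0.01 and at least 1.5-fold it counts 29, where limma gave 26 and 74. The ordinary test gave 9 and 31. For the 2-fold count no other alternative came within 1.5 times, and for the 1.5-fold count only the 4 boars outside the litter did (35).

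The paper counts 331 probes with p under 0.1 and at least 1.5-fold, 52 probes with p under 0.1 and at least 2-fold and 5 probes with p under 0.1 and at least 3-fold, and limma gave 782, 98 and 12. The ordinary test gave 327, 52 and 5. The first came within 1.5 times also without the boars m_9598 (432), m_9527 (416) or m_9528 (285), the second without the boars m_9598 (77) or m_9528 (61) and the third without boar m_9598 (6), and under no other alternative.

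At P under 0.001 the paper's counts are 5 with at least 1.5-fold and 1 with at least 2-fold, and limma gave 8 and 5. The ordinary test gave 5 and 1. No other alternative reached the 2-fold count. The 1.5-fold count was within 1.5 times also with gMedianSignal scaled to the 75th percentile (6), with probes well above background on all arrays (7) and without the boars m_9597 (5), m_9599 (4), m_9598 (7) or m_9527 (7), and not under the others. At P under 1e-04 the paper counts 1 probe and limma gave 3. The ordinary test, the slide or litter as a block, and leaving out boar m_9597, m_9599, m_9600 or m_9527 gave 1, and the other alternatives did not.

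The ordinary test on the authors' deposited log2 values with an SD of at least 0.16, a combination chosen after seeing the values, gave 31273 probes, 1581 with P under 0.1, 70 under 0.01 and 9 under 0.001, a smallest adjusted P-value of 0.822, and 329, 52, 5 and 2 probes with at least 1.5, 2, 3 and 4-fold differences at P under 0.1. The paper gives 31262 probes with non-negligible variation, 1583 probes with p under 0.1, 70 under 0.01 and 9 under 0.001. Without the SD limit 661 probes had P under 0.05 and with it 529, where the paper gives 659 probes with p under 0.05.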

Other observations

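The tests chosen after their results were seen are the splits for P under 0.01 and for adjusted P-values, the count of splits under 5%, the GC content, the probes of one gene and the array brightness, together with the random pairs of strong correlation and the relations within slides. The other splits and the litter test were set beforehand, and the tests on boar m_9502 after its effect was seen but before their own values were.

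The 35 splits of the 8 boars into 4 and 4, the diet split among them, were compared in the same way. The counts of splits given here include the diet split. As many probes with P under 0.05 as between the diets were found in 22 of the 35 splits, as many with P under 0.01 in 25 and as many with P under 0.01 and 2-fold in 16. For the one-carbon list 13 splits gave as small a p. Chance can therefore not be excluded for any of these results. After adjustment the diets gave 0 probes, which all 35 splits reach by construction, so the splits decide nothing there. The split by litter, which is also the split by slide, gave 3208 probes with P under 0.05, more than the diets, which with the litter as a block differed in 726.

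The diets gave fewer probes with P under 0.05 than the 5% of independent probes. A difference between the 4 brothers and the other boars, or between slides, was taken up by a block, and the number, 726, was still below 1849, which argues against it as the reason. Differences between the litters of the other 4 boars stay open, since their litters are not stated. Variation shared by many probes is a candidate explanation. Of the 35 splits 26 gave under 5%, with a median of 918 probes, while the highest gave 9222, and the mean over the splits was 5.13%. In such data the number of probes at a small P-value says little by itself, in either direction.

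Without the control boar m_9502, 6155 probes had P under 0.05, and no other of the 35 splits of the 7 remaining boars into 4 and 3 gave as many, so that 1 of 35 reached it. This boar was singled out because its removal gave the highest count of the 8. When every boar was left out in turn for the diet split and for 11 other splits drawn at random, the largest count reached 6155 in 5 of the 12, the diet split included. The second test allows for the choice of the boar. By it a count this large was not unusual among the splits, so chance stays open. The 12 splits could in no case have given a share under 0.05. A diet effect hidden by an atypical control boar may be one reading and a chance alignment with the main axis of variation another. The counts of 1 of 35 and 5 of 12 do not tell them apart, and the 5 of 12 give the diet reading no support.

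The leading axis of variation between the boars (first principal component) held 53.2% of the variance of the present probes. Its scores ran from -90.7 in boar m_9528 and -53.2 in boar m_9598, both on the control diet, to 86.1 in boar m_9527 on the supplemented diet, with the control boar m_9502 at 56.5 and the other 4 boars between -10.2 and 17.7. Brighter arrays had lower scores, with Pearson's r = -0.836 to the log2 median signal (exact permutation test over 8 arrays, p = 0.00952, adjusted p = 0.0286 over 3 relations) and Spearman's rho = -0.786 (exact permutation p = 0.0279). Without the boars m_9527 and m_9598, the farthest from the median brightness, r was -0.700 (exact permutation p = 0.108), so the relation rests partly on those arrays. Centred by slide, r was -0.817 (exact permutation of the arrays within slides, p = 0.0104), so the relation is not one between slides only. With brightness as a covariate 696 probes had P under 0.05. The other relations were r = -0.742 for the background (exact permutation p = 0.0359, adjusted p = 0.0485) and r = -0.720 for the share of spots well above background (exact permutation p = 0.0485, adjusted p = 0.0485). Without the 2 arrays farthest from the median of each measure, r was -0.922 for the background (exact permutation p = 0.00833) and -0.454 for the share well above background (exact permutation p = 0.401). Spearman's rho was -0.711 (exact permutation p = 0.0579) and -0.667 (exact permutation p = 0.0831), and centred by slide r was -0.710 (exact permutation p = 0.115) and -0.679 (exact permutation p = 0.0399). Array brightness therefore stays a possible explanation of the axis. Of 390 pairs of probes of one gene that both correlated with the axis beyond 0.7, 85.4% moved the same way, against 57.2% of random pairs of different genes that correlated as strongly. Without a limit on the correlation it was 68.7% of 1208 pairs of one gene, against 50.7% of random pairs. This is consistent with changes of whole genes along the axis, such as the makeup of the tissue piece, but 57 pairs moved in opposite ways, and RNA quality or labelling that acts on whole transcripts would give the same. The paper does not report this axis.

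The diet difference did not differ detectably between the litter of 4 brothers and the other 4 boars. The interaction of diet and litter in limma gave 0 probes with an adjusted P-value under 0.05 and 738 with P under 0.05, 2.00% of the probes.

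The supplemented diet always took the places 1 and 3 of a slide and the control diet the places 2 and 4. An effect of neighbouring places cannot be separated from the diet in these arrays. A difference between the places 1 and 2 and the places 3 and 4 can be, and as a block it left 529 probes with P under 0.05.

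The GC content of the 480 probes of Table S1, each 60 bases long, had a median of 41.7% for probes higher and 36.7% for probes lower on the supplemented diet, and r = 0.215 with the log2 fold change across probes, which are not independent replicates. The probes had been chosen for their diet difference, and the sequences of the others were not used here, so whether GC content could contribute cannot be told apart from the choice of the probes.

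For the cell type lists the list medians of the boars were compared between the diets with an exact permutation test, and the adjusted p was 0.743 for all 9 lists with a present probe. With 4 boars per diet a single list of 9 cannot reach an adjusted p under 0.05 in this test, so a difference is not excluded. The median log2 fold change was -0.16 for the Leydig cell list (16 probes), 0.08 for Sertoli cells (9), 0.29 for spermatogonia (3), -0.06 for spermatocytes (1), 0.02 for spermatids (3), 0.28 for peritubular cells (4), 0.34 for macrophages (6), -0.01 for endothelium (5) and -0.18 for duct epithelium (7). The list test of limma, camera, treats probes and not boars as the units. It gave P-values of 0.03 for Leydig cells (14 of 16 probes lower) and 0.0132 for macrophages (6 of 6 higher), and between 0.0743 and 0.844 for the 7 other lists, not adjusted for the 9 lists. Mean and median had opposite signs for spermatids (mean -0.03) and endothelium (mean 0.10). The red blood cell list had no named probe. The most abundant probes were those of INSL3 (log2 fold change -0.03), AMH (0.16), UCHL1 (0.29), SPO11 (-0.06), PRM1 (-0.13), DES (0.36), AIF1 (0.53), PECAM1 (0.72) and EPCAM (-1.19), in the order of the lists. The testis expresses the genes of the first 6 lists, no gene stands in 2 lists, and none is in Table S1.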
